A study of Mus musculus with 4 samples. Its data were reported in "microRNA-501 controls myogenin+/CD74+ myogenic progenitor cells during muscle regeneration" (2023).

How the data were processed

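Single-cell RNA sequencing of myogenic progenitors (MPs) was analysed in 4 libraries. The cells were sorted by flow cytometry from muscle of 12-week-old mice, 6 days after injury by injection of cardiotoxin, a snake toxin that destroys muscle fibres. Each library held cells pooled from 3 mice. Per the labels, 2 libraries came from Pax7Cre control mice and 2 from Pax7Cre mice with a floxed miR-501 gene, called miR-501KO here. Replicate 1 of both groups came from one run and replicate 2 from the other. The libraries were the replicates in every test between genotypes. Wilson intervals, errors over cells and a Fisher's exact test of shared barcodes count cells, and they say nothing on the spread between mice.

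The authors made droplet libraries with the 10x Genomics 3′ chemistry and deposited raw UMI counts (unique molecular identifiers, 1 per captured RNA molecule) for each gene and barcode. Per the file headers the deposited counts were made with Cell Ranger, in another version than the study names. No normalization had been applied to them, and the genome build was not stated. All 4 libraries listed the same 25827 genes, and 22 symbols were used by more than 1 gene, so those were kept apart by their identifiers. The files held 16519 barcodes. Cells with at least 5000 UMIs and 1000 genes were kept, which left 10450.

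Counts were scaled to 10000 per cell and log-transformed in scanpy 1.11.5. The 2000 most variable genes gave 30 principal components, and a graph of 15 neighbours was clustered by the Leiden method at resolution 0.5 with a fixed random seed. Clusters were named from 13 lists of marker genes fixed before the data were examined. A marker counted as raised when its mean was at least 1.5 times that in all other cells and at least 10% of the cells of the cluster held it. The class with the largest share of its markers raised, and at least 3 of them, gave the name. A cluster stayed unnamed when a class of another lineage reached 0.5 of that share, when another class had more markers among its 10 leading genes, when it held fewer than 20 cells, or when its depth was low and none of its leading genes were markers of the class. For this purpose the cycling-like class counted as another lineage than the quiescent-like and committed-like classes. This naming rule replaced an earlier one after the clusters were seen. The earlier one compared each cluster with the median of the other clusters, and its values are given as an alternative. Names end in "-like" because they rest on RNA alone.

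For the share of cells with both Myog and Cd74 UMIs, every cell was thinned to 5000 UMIs at random, so that depth did not set the share. A cell with at least 1 UMI of each gene counted as Myog+ Cd74+. Shares were compared between groups by an exact two-sided permutation test of the 4 library values. With 2 libraries against 2 it cannot give a p under 0.333. Intervals on a share within a library are 95% Wilson intervals and cover counting error only.

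UMI counts were summed per library over all cells and over each MP class. Genes kept by filterByExpr were tested in edgeR 4.0.16 (TMM normalization, quasi-likelihood test, no block), with limma 3.58.1 and R 4.3.3. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. The difference of the genotype effect between committed-like and quiescent-like cells was tested as an interaction on 8 sums with the library as a block. A list of 44 sarcomere genes was tested with fry, two-sided, and with camera at a preset correlation. The text names 32 preset genes where they bear on a comparison, and at most 3 genes per direction and test with the largest change among called genes that moved the same way in both runs. The tests were checked on simulated data of the same size. Every gene was drawn at the common dispersion of its sum, with no difference between runs. Of 200 genes changed 2-fold, edgeR recovered 61.5% in all cells, 81% in quiescent-like, 81% in cycling-like and 51.5% in committed-like cells. At 4-fold it recovered between 95.5% and 98%. Spread in dispersion between genes was not simulated, so these shares may overstate the recovery in the real sums.

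The labels place the libraries of each number in one run. Across genes, the run 1 minus run 2 difference correlated between the groups at 0.23 for all cells, 0.034 for quiescent-like, -0.010 for cycling-like and -0.16 for committed-like cells. Replicates of a group differed by more than sampling noise (chi-square per degree of freedom from 12.3 to 70.2).

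The alternatives were a block for run, RLE size factors, DESeq2 1.42.0, no filter on low counts, a limit of 10% mitochondrial UMIs, Scrublet doublets removed, a minimum of 2000 UMIs, Leiden resolutions of 0.3 and 1.0, centring within runs, clustering without macrophage-like markers, shares among the 3 MP classes alone, and leaving out each replicate. Scrublet marked 26 of 10450 cells (0.249%), too few for the method to have worked, so removal of the 5% of cells with the highest Scrublet score was added. Removal of clusters with over 90% of their cells from 1 library was added as well. Spread between barcodes was measured as the variance to mean ratio of UMIs at 5000 UMIs per barcode, over the 500 most abundant genes other than Myog, Cd74 and mitochondrial genes. Mir501 and Xist were not among the listed genes, so deletion of the locus was not measured here. Gene positions are from GRCm38 (GENCODE M21), matched by identifier.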

Results

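Gene expression was measured in single MPs on day 6 of muscle regeneration, in 2 libraries from Pax7Cre control mice and 2 from miR-501KO mice. Pax7Cre replicate 1 held 117527749 UMIs and replicate 2 held 73665012. miR-501KO replicate 1 held 88193370 UMIs and replicate 2 held 77373018. The cells kept numbered 3439 and 1829 in Pax7Cre replicates 1 and 2, and 2833 and 2349 in miR-501KO replicates 1 and 2. Their median depth was 29422, 34579, 25254 and 26700 UMIs in the same order.

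The first comparison asked whether loss of miR-501 changes the share of cells that carry RNA of both Myog, which encodes myogenin (ENSMUSG00000026459; chromosome 1, 134289989 to 134292548), and Cd74 (ENSMUSG00000024610; chromosome 18, 60803848 to 60812652). In Pax7Cre replicate 1, 33 of 3439 cells held UMIs of both genes, which is 0.960% (95% Wilson interval 0.684 to 1.34). In Pax7Cre replicate 2 the share was 0.328% (0.150 to 0.714; 6 of 1829 cells). In miR-501KO replicate 1 it was 23.6% (22.1 to 25.2; 669 of 2833 cells), and in miR-501KO replicate 2 it was 0.937% (0.619 to 1.41; 22 of 2349 cells). The group means were 0.644% ± 0.316 and 12.3% ± 11.3 (SEM, n = 2 each; exact two-sided permutation p = 0.667). The miR-501KO library exceeded its Pax7Cre partner by 22.7 percentage points in run 1 and by 0.609 points in run 2, where the counting intervals overlapped. The high mean therefore rested on miR-501KO replicate 1 alone.

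**Figure D1:**
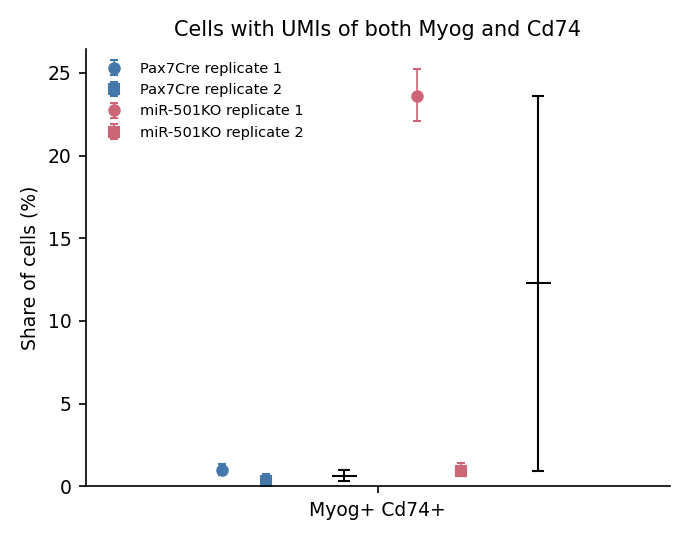
Share of cells (%) with at least 1 UMI of Myog and of Cd74 at 5000 UMIs per cell. Coloured points are libraries with 95% Wilson intervals and black bars are group means ± SEM (n = 2); miR-501KO replicate 1 lies at 23.6% and the other libraries at 0.960% or below.

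Of the 18 clusters, 4 drew over 90% of their barcodes from a single library. Clusters 15, 16 and 17 held 659, 95 and 31 barcodes of miR-501KO replicate 1, and cluster 18 held 36 barcodes of miR-501KO replicate 2. The first 3 contained 636 of the 669 Myog+ Cd74+ barcodes of miR-501KO replicate 1. Without the 4 clusters, the Myog+ Cd74+ share was 1.61% (1.15 to 2.25) in miR-501KO replicate 1 and 0.908% in replicate 2, and the groups differed by 0.616 points. This alternative was chosen after the clusters had been seen. Cluster 15 was led by Mylpf, Ckm and Myl4, had markers of both myofibre-like and macrophage-like cells raised, and was left unnamed. Cluster 16 was named committed-like, so 95 of the 355 committed-like barcodes of miR-501KO replicate 1 came from it. Cluster 15 made up 23.3% of miR-501KO replicate 1, 0.0291% of Pax7Cre replicate 1, and 0 of 1829 and 0 of 2349 cells in the other libraries.

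Outside these clusters, Cd74 UMIs in miR-501KO replicate 1 occurred in 73.3% of macrophage-like cells (median 18634 UMIs), 3.08% of committed-like cells (median 34266 UMIs) and 1.18% of mural-like cells (median 18319 UMIs), a type that should lack the gene. In Schwann-like cells, which should lack it as well, the share was 7.69% (2.65 to 20.3; 3 of 39 cells). The committed-like and mural-like shares had overlapping intervals (1.57 to 5.95 and 0.208 to 6.37), so Cd74 in committed-like cells was not separated from this background at this depth. In the single-library clusters of that library the share was 81.3%.

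At equal depth, the 669 Myog+ Cd74+ barcodes of miR-501KO replicate 1 had a median variance to mean ratio of 1.08 (10th to 90th percentile over genes 0.978 to 1.42). The ratio was 1.01 in cluster 15, where simulated draws from a single profile gave 0.989 to 1.01, and 1.37 to 2.22 in the named classes of the same library. Myog+ Cd74+ barcodes had a ratio of 2.96 in Pax7Cre replicate 1 and 2.20 in miR-501KO replicate 2.

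**Figure D2:**
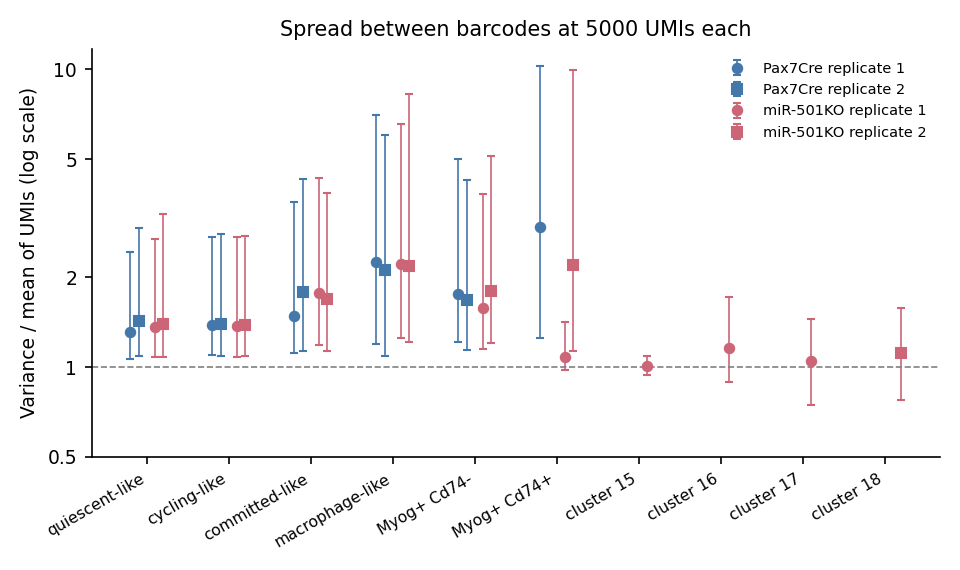
Variance to mean ratio of UMIs between barcodes (log axis) for named classes, barcodes with Myog UMIs and the 4 single-library clusters, per library. Points are medians and bars the 10th to 90th percentile over 500 genes; cluster 15 lies at 1.01, close to the dashed line at 1 that sampling from a single profile gives.

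The second comparison asked whether the ratio of quiescent, cycling and committed MPs changes. Quiescent-like cells made up 25.3% ± 4.02 of Pax7Cre and 23.1% ± 3.32 of miR-501KO cells (SEM, n = 2 each; exact permutation p = 0.667). Cycling-like cells made up 25.6% ± 1.47 and 19.2% ± 4.34 (exact permutation p = 0.333), with a difference of -12.2 points in run 1 and -0.62 points in run 2, where 5 of 11 alternatives gave a positive difference. Committed-like cells made up 15.7% ± 0.486 and 12.0% ± 0.561 (exact permutation p = 0.333, the smallest this design allows). The committed-like share was lower in miR-501KO by 3.69 points in run 1 and 3.85 points in run 2, more than the spread between replicates. These shares include cluster 16, and without the single-library clusters they were 15.7% and 12.1%. Among the 3 MP classes alone, however, committed-like cells made up 23.6% and 22.6%, and the direction differed between runs. That disagreement rested on cluster 16. Without the single-library clusters, miR-501KO replicate 1 held 561 quiescent-like, 421 cycling-like and 260 committed-like cells. Pax7Cre replicate 1 held 733, 932 and 558, so the committed-like share of the 3 classes was then lower in run 1 as well. Removal of the single-library clusters turned the quiescent-like shares to 25.3% and 27.1%, in the opposite direction. That reversal was in run 1 only, with a difference of 6.07 points against -2.52 points in run 2.

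**Figure D3:**
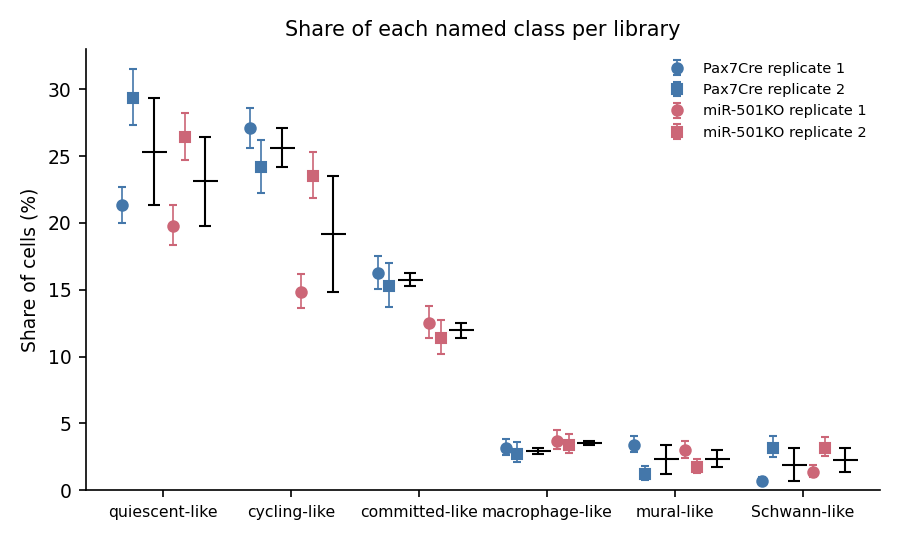
Share of cells (%) in each named class per library. Points are libraries with 95% Wilson intervals and black bars are group means ± SEM (n = 2); committed-like cells lie lower in both miR-501KO libraries, at a mean of 12.0% against 15.7%.

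The quiescent-like clusters were led by Iigp1, Gbp2, Mt1 and Mt2, which respond to interferon or stress, and by Chodl, Nppc, Egr1, Fos and Socs3. One cycling-like cluster was named on 3 of 17 markers. Unnamed cells made up 26.1% of Pax7Cre and 37.5% of miR-501KO libraries. Among them, cluster 2 (led by Spp1 and Tagln) made up 19.7% and 14.8%, and cluster 10, with fibroblast-like and tenocyte-like markers, 1.13% and 4.96%. Cluster 6, with a median of 28.1% mitochondrial UMIs, made up 5.12% and 4.53%. Macrophage-like cells made up 2.95% and 3.56%, mural-like cells 2.30% and 2.35%, and Schwann-like cells 1.92% and 2.28%.

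The third comparison asked which genes differ between genotypes. Over all cells, 0 of 15725 genes passed an adjusted p of 0.05 in edgeR, and 440 had an unadjusted p under 0.05. DESeq2 called 11. In committed-like cells 0 of 12164 genes passed, with 361 at an unadjusted p under 0.05, and without the single-library clusters 0 passed as well, with 313. In quiescent-like cells 1 gene passed, and 62 passed with the run as a block. In cycling-like cells 1 gene passed, and 21 passed with the block. Without a filter on low counts the counts were 101, 50 and 60 in quiescent-like, cycling-like and committed-like cells. The genotype effect differed between committed-like and quiescent-like cells for 0 genes, with 483 at an unadjusted p under 0.05.

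The gene called in quiescent-like cells was Cxcl9 (ENSMUSG00000029417; chromosome 5, 92321347 to 92328079). It had a log2 fold change of 1.47 (SE 0.20, edgeR adjusted p = 0.0130), with 11.5 and 6.96 CPM in Pax7Cre and 27.3 and 24.1 in miR-501KO, higher in 2 of 2 runs. Its level in other classes was not examined, so free RNA stays open as a source of Cxcl9, as untested. The gene called in cycling-like cells was Dcn (ENSMUSG00000019929; chromosome 10, 97479609 to 97518143), a fibroblast-like marker, with a log2 fold change of 1.99 (SE 0.29, edgeR adjusted p = 0.0149). It reached 6.29 and 4.25 CPM in miR-501KO, against 0.988 and 1.74 in Pax7Cre. Dcn UMIs occurred in 3.54% and 5.66% of cycling-like cells of Pax7Cre replicates 1 and 2 and in 11.4% and 8.50% of those of miR-501KO. In macrophage-like cells, which should lack Dcn, the shares were 4.59%, 6.00%, 10.5% and 8.75% in the same order, so Dcn in cycling-like cells was not separated from background. Dcn led cluster 10, whose share was higher in both miR-501KO libraries.

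Of the 32 preset genes 30 were listed in the files, and 0 passed over all genes tested in any of the 4 sums. Over all cells, Cdkn1c (ENSMUSG00000037664) had a log2 fold change of -0.56 (SE 0.14, edgeR adjusted p over the list alone = 0.207), and it was lower in 2 of 2 runs. Cd74 had a log2 fold change of 0.57, Lyz2 of 0.42 and C1qc of 0.35. Without miR-501KO replicate 1 these became -0.06, 0.11 and -0.07. Clcn5, the host gene of miR-501, had a log2 fold change of -0.07. In quiescent-like cells 5 preset genes passed when adjusted over the list alone: Tnnt3 (1.01), Myh1 (1.16), Acta1 (0.73), Myl1 (0.74) and Mymx (-0.68), as log2 fold changes. In cycling-like cells Cdkn1c did (-0.63). The study picked Lyz2, Cd74 and C1qc from these same libraries, so their values are not independent evidence.

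The last comparison asked whether sarcomere genes differ. In committed-like cells the 42 listed genes tested had a median log2 fold change of 0.05, with 25 up and 17 down. In the miR-501KO libraries, 41 genes had a median log2 ratio of -0.45 in Myog+ Cd74+ against Myog+ Cd74- cells, with 17 up and 24 down. The median log2 ratio was -0.89 in miR-501KO replicate 1 and -0.45 in replicate 2. In the Pax7Cre libraries it was -1.21 in replicate 1 (33 Myog+ Cd74+ cells) and 1.36 in replicate 2 (6 such cells). The lower list was thus not confined to miR-501KO, and its sign differed between libraries. Of the Myog+ Cd74+ cells, 20 of 33 in Pax7Cre replicate 1 and 14 of 22 in miR-501KO replicate 2 were macrophage-like. In Pax7Cre replicate 2 it was 2 of 6, with 3 committed-like, and in miR-501KO replicate 1 it was 13 of 669. The ratios therefore do not describe progenitors alone. Neither the test in committed-like cells nor that in the miR-501KO libraries passed 0.05 under fry or under camera.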

Values the study reported

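The study kept cells with at least 5000 UMIs and 1000 genes, and it reported 8055 high-quality cells. It described a cluster found only in miR-501ΔMP mice, which made up 21% of their cells (834 of 3933). By immunofluorescence on muscle at day 6, it reported that fewer than 5% of myogenin-positive cells were CD74-positive in control mice, and over 10% in miR-501ΔMP mice.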

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

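Removal of single-library clusters, removal of the highest Scrublet scores, the earlier naming rule and the crossed pairing were chosen after the data were seen. Results are differences of miR-501KO minus Pax7Cre.

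The Myog+ Cd74+ share kept its direction under all 7 alternatives, with differences from 0.616 points (single-library clusters removed) to 12.1 points (at most 10% mitochondrial UMIs). Leaving out each run gave 0.609 to 22.7 points, so the size rests on miR-501KO replicate 1. Without thinning, the run 2 difference was -1.30 points.

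The quiescent-like share reversed to 4.68 points among the 3 MP classes alone and to 1.78 points without single-library clusters, where the denominator changes by construction. Without single-library clusters the runs disagreed, at 6.07 points in run 1 and -2.52 points in run 2. The cycling-like difference ranged from -12.2 to -0.62 points when each run was left out. Its direction differed between runs under 5 of 11 alternatives, where run 2 gave up to 3.21 points (3 MP classes alone). The committed-like difference was -5.77 points at Leiden resolution 1.0, -4.92 points with centring within runs, -5.15 points under the earlier naming rule and -1.07 points among the 3 MP classes alone. Leaving out each run gave -3.85 to -3.69 points.

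With the run as a block, quiescent-like cells gave 62 genes and cycling-like cells 21, both including the gene called without it. The block called 2 preset genes in quiescent-like cells, Tnnt3 and Myl1. The counts in all cells and committed-like cells stayed at 0 with it (873 and 414 at an unadjusted p under 0.05). With the block, the sarcomere list in committed-like cells had a median log2 fold change of 0.07 and passed 0.05 under camera but not under fry. In committed-like cells the crossed pairing called 1 gene against 0 with the block.

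DESeq2 called 11 genes in all cells, 3 in quiescent-like cells, 1 for the difference between classes, and 1 preset gene each in all cells (Cdkn1c) and quiescent-like cells (Tnnt3). Without a filter on low counts, 101, 50 and 60 genes passed in quiescent-like, cycling-like and committed-like cells, and 7 for the difference between classes. At 2000 UMIs committed-like cells gave 2 genes, and quiescent-like cells gave 1 gene other than Cxcl9, which had an adjusted p of 0.0778. The earlier naming rule gave 4 genes in quiescent-like and 0 in cycling-like cells (328 at an unadjusted p under 0.05), where Dcn had an adjusted p of 0.0909. The cause of these changes was not tested.

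Without single-library clusters, 33 of 41 sarcomere genes were lower in Myog+ Cd74+ than in Myog+ Cd74- cells, and 27 were called. Macrophage-like cells were 13 of the 33 Myog+ Cd74+ cells left in miR-501KO replicate 1 and 14 of the 21 in replicate 2. That contrast is therefore not one of progenitors alone. The main fit had 24 lower and 5 called. Without these clusters the list had a median log2 fold change of -0.81, and it passed 0.05 under camera but not under fry. In committed-like cells, miR-501KO against Pax7Cre, the list also passed under camera but not under fry. Its direction there was up, with a median log2 fold change of 0.069. The list passed under fry in none of the alternatives run. With a gate of 2 UMIs the median log2 ratio was -1.05 in miR-501KO replicate 1 and -2.55 in replicate 2, and the test of the list was not run, since replicate 2 held 5 such cells. Over all cells, the log2 fold change of Clcn5 changed sign, to 0.00216 without single-library clusters and to 0.0847 in the 3 MP classes alone. Without miR-501KO replicate 2, Tnnt3, Acta1 and Myl1 in quiescent-like cells fell to log2 fold changes of 0.61, 0.33 and 0.30, and without Pax7Cre replicate 1 Mymx became -0.40. Over all cells, Cd74 and C1qc changed sign without miR-501KO replicate 1 (-0.0579 and -0.0728), and so did Clcn5 without Pax7Cre replicate 2 (0.00977). Leaving out each library, C1qc reached 0.670 at most and Clcn5 -0.142 at least. Dcn in cycling-like cells ranged from 1.34 to 1.93 when each library was left out. Cxcl9 in quiescent-like cells ranged from 1.12 to 1.81. Gene values with a library left out are differences of mean log2 CPM with a small constant added, not edgeR estimates. Part of a shift from the main value can therefore come from the measure. Among the named genes, 2 results became weaker, 4 stronger, 17 moved and 5 reversed, counting each gene and alternative.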

Other observations

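The tests of doublets, gene length, the genotype, free myofibre RNA and free fibroblast-like RNA were chosen after the result was seen; those of a pooled profile, free macrophage RNA, shared barcodes and runs were set out beforehand. Several tests were replaced or restated after a first version had been run, and each first version is given below.

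Myog and Cd74 UMIs occurred together in 23.6% of the cells of miR-501KO replicate 1. A difference between runs does not explain it, since the Pax7Cre library of the same run had 0.960%. Free macrophage RNA in every droplet would give all classes a like low share, whereas Cd74 was seen in 81.3% of the barcodes of the single-library clusters and in 1.18% to 7.69% of quiescent-like, cycling-like, committed-like, mural-like and Schwann-like cells. Of the Myog+ Cd74+ barcodes, 0.448% occurred in another library, against 0.139% of the other cells (Fisher's exact p = 0.148).

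A candidate explanation is that many of these barcodes hold 1 pooled RNA profile rather than 1 cell each. Their variance to mean ratio of 1.08 was below that of every named class of the library, as that would need. The test set out beforehand also required markers of unrelated cell types to occur together in most of them. With the fibroblast-like, mural-like and macrophage-like lists this held for 20.8% of them (2.84% of Myog+ Cd74- barcodes). The test was thus met only in part. The joint share could not exceed that of the fibroblast-like list, seen in 21.7% of them (7.46% of Myog+ Cd74- barcodes). How often a pooled profile would show that list was not worked out. The shortfall therefore cannot decide for or against a pool, and the explanation stays open. The mural-like list was seen in 98.8% of the Myog+ Cd74+ and 98.2% of the Myog+ Cd74- barcodes. Of the lists used, it told them apart least. Macrophage-like markers other than Cd74 alone were seen in 97.8% against 28.1%, but that comparison was made after the joint test fell short, and it was not used to decide. Their summed profile correlated at 0.852 across genes with all other barcodes of the library outside the single-library clusters and at 0.683 to 0.770 with single classes. Genes are not independent replicates. How such a pool could have formed was not tested.

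Doublets of a progenitor and a macrophage were tested first by depth. The median of 19349 UMIs lay above that of all Myog+ Cd74- barcodes (17404) and below that of those outside the single-library clusters (24976), so this test decided nothing. A second test, chosen because of that, paired committed-like and macrophage-like cells of the library at random. The pairs had a ratio of 1.65, and the 90th percentile over genes of the Myog+ Cd74+ barcodes was 1.42, which argues against random doublets as the source of most of them. Outside the single-library clusters the ratio was 1.95, so doublets stay open for the remaining 33 barcodes, and likewise in the other libraries.

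Transcript length was tested first on Cd74 itself, with a log2 ratio of 7.26 between Myog+ Cd74+ and Myog+ Cd74- barcodes. That test was void because Cd74 defines the groups. The median of the 15 other macrophage-like markers was 4.11, against a 95th percentile of 0.38 for medians of 1000 sets of 15 genes drawn at like length, so length is not the whole source. These markers occur with Cd74 in macrophages, so the test speaks of length alone. Longer genes were nevertheless lower, with median log2 ratios of -0.99 for genes of at least 2230 bases and 0.16 for genes of at most 715 bases. The genotype stays open as an untested explanation: miR-501KO replicate 2 had 0.937%, within the range of the Pax7Cre libraries, and with 2 libraries per group an effect in 1 of them cannot be told apart from a fault of that library.

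Among Myog+ cells, 669 of 1339 had a Cd74 UMI in miR-501KO replicate 1, and 3.62% had one in replicate 2. The first meets the lower bound quoted from the study above for miR-501ΔMP mice, and the other falls below it. In Pax7Cre replicates 1 and 2 the shares were 2.91% and 1.27%, under the bound quoted for control mice. All these shares were taken after thinning. Without thinning, Myog+ Cd74+ cells made up 5.28% ± 0.191 (SEM, n = 2) of all Pax7Cre cells. Their share among Myog+ cells cannot be lower than that. Whether a library falls under a bound therefore depends on the depth at which UMIs are counted. The study counted its shares by staining in tissue. It also described its CD74-positive progenitors as more uniform in the first run than in the second. The minimum of UMIs and genes kept 10450 cells here. The study listed fewer cells after the same minimum, so shares here have another denominator, and the reason was not tested.

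The 7 myofibre-like markers were all higher in quiescent-like cells of miR-501KO libraries (median log2 fold change 1.07; cycling-like cells 0.32). In the same quiescent-like cells, 11 of 13 macrophage-like markers (median 0.53) and 4 of 4 fibroblast-like markers (median 0.48) were higher. Of the mural-like markers 2 of 6 were (median -0.26). Free myofibre RNA could be the source of the myofibre-like markers. It was tested first against cycling-like cells, which held 14.0 UMIs of the list per cell in miR-501KO replicate 2 against 6.19 in quiescent-like cells, and that comparison showed nothing because cycling-like cells also held 12.4 in Pax7Cre replicate 1. Mural-like cells, examined next, held 0.752 and 0.636 in Pax7Cre replicates 1 and 2, and 1.19 ± 0.44 (SEM over cells) and 0.475 in miR-501KO replicates 1 and 2. Free RNA at a like level in every droplet would raise all classes alike. Over the 2 runs quiescent-like cells gained 1.58 UMIs of the list per cell, mural-like cells 0.137, macrophage-like cells 0.328 and cycling-like cells 1.28. By run, mural-like cells gained 0.436 and -0.161, and macrophage-like cells -0.573 and 1.23. The gain of quiescent-like cells less that of mural-like cells was 0.971 in run 1 (95% interval over cells -0.238 to 2.18) and 1.92 in run 2 (0.777 to 3.07). Against macrophage-like cells it was 1.98 in run 1 (0.476 to 3.48) and 0.530 in run 2 (-1.38 to 2.44). Over the 2 runs it was 1.45 (0.614 to 2.28) against mural-like and 1.26 (0.0386 to 2.47) against macrophage-like cells, which did separate the classes. Against cycling-like cells it was 0.301 (-1.53 to 2.13), which did not. All these intervals leave out the spread between libraries. By run, the mural-like and macrophage-like comparisons each fail to separate the classes in 1 run, so free RNA cannot be told apart from expression. The genotype stays open as well, as untested.

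The higher Dcn in cycling-like cells of the miR-501KO libraries could come from free fibroblast-like RNA. Cycling-like cells gained 0.303 Dcn UMIs per cell in run 1 and 0.108 in run 2. Quiescent-like cells gained 0.0408 in run 1 and 0.0787 in run 2. Committed-like cells gained 0.0305 over the 2 runs (0.0785 and -0.0176) and macrophage-like cells 0.0490, while mural-like cells gained 0.890, all of it in run 2. That mural-like gain rested on 90 UMIs in 4 of 40 cells of miR-501KO replicate 2. The share of mural-like cells with Dcn was lower in miR-501KO, at 3.53% against 9.40% in run 1 and 10.0% against 13.6% in run 2. The classes disagree and hold few UMIs, so free RNA cannot be told apart from expression. Doublets with cluster 10 and the genotype stay open, as untested.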
